# Arginine Decarboxylase Gene *ADC2* Regulates Fiber Elongation in Cotton

**DOI:** 10.3390/genes13050784

**Published:** 2022-04-28

**Authors:** Guangming Ren, Huijuan Mo, Ruqiang Xu

**Keywords:** arginine decarboxylase 2, fiber elongation, polyamine, transcriptome, cotton

## Abstract

Cotton is an important agro-industrial crop providing raw material for the textile industry. Fiber length is the key factor that directly affects fiber quality. ADC, arginine decarboxylase, is the key rate-limiting enzyme in the polyamine synthesis pathway; whereas, there is no experimental evidence that ADC is involved in fiber development in cotton yet. Our transcriptome analysis of the fiber initiation material of *Gossypium arboreum* L. showed that the expression profile of *GaADC2* was induced significantly. Here, *GhADC2*, the allele of *GaADC2* in tetraploid upland cotton *Gossypium hirsutum* L., exhibited up-regulated expression pattern during fiber elongation in cotton. Levels of polyamine are correlated with fiber elongation; especially, the amount of putrescine regulated by ADC was increased. Scanning electron microscopy showed that the fiber length was increased with exogenous addition of an ADC substrate or product putrescine; whereas, the fiber density was decreased with exogenous addition of an ADC specific inhibitor. Next, genome-wide transcriptome profiling of fiber elongation with exogenous putrescine addition was performed to determine the molecular basis in *Gossypium hirsutum*. A total of 3163 differentially expressed genes were detected, which mainly participated in phenylpropanoid biosynthesis, fatty acid elongation, and sesquiterpenoid and triterpenoid biosynthesis pathways. Genes encoding transcription factors *MYB109*, *WRKY1*, and *TCP14* were enriched. Therefore, these results suggested the *ADC2* and putrescine involvement in the development and fiber elongation of *G. hirsutum*, and provides a basis for cotton fiber development research in future.

## 1. Introduction

Cotton, as one of the most important crops in the world, produces natural fiber materials for the textile industry. Cotton fiber is a single-celled trichome, unbranched cell, differentiated from the epidermis of the ovule, and undergoes substantial elongation and secondary cell wall biosynthesis taking up to 50 days. The development is divided into four distinct but overlapping stages: initiation, elongation, secondary cell wall thickening, and maturation [1]. The ovule epidermal cells enter a rapid elongation period with a growth rate of more than 2 mm/day from 1 day post anthesis (DPA) to 20 DPA, that is, the rapid fiber elongation stage [2]. Many factors affecting cotton fiber elongation, including plant hormones and genes regulating fiber development, have been reported; however, the research on the regulation of fiber elongation by plant endogenous substances is still insufficient.

Arginine decarboxylase (ADC) participates in the metabolism of polyamine pathways [3,4]. Plant polyamines are biosynthesized from either arginine or ornithine, and through the ADC or ornithine decarboxylase pathway, then, putrescine (Put) is produced [5]. Put, spermidine (Spd), and spermine (Spm), as components of polyamine metabolic pathway, are the most common diamine and polyamines in seed plants [6]. D-arginine is used as the specific inhibitor of ADC [7,8]. Arginine was catalyzed to agmatine by ADC, and agmatine iminohydrolase catalyzed agmatine to N-carbamoylputrescine, which was then catalyzed by N-carbamoylputrescine amidohydrolase, then Put is produced [9]. As a substrate for the synthesis of Spd and Spm, diamine Put passes through the Spd and Spm synthase respectively, with aminopropyl provided by s-adenosylmethionine decarboxylase [10,11]. Catabolism of Put is regulated by the diamine oxidase, which produces γ-aminobutyric acid and hydrogen peroxide (H_2_O_2_) in plants [12]. Overexpression of *GhCaM7* promoted the early elongation of fibers accompanied by the accumulation of H_2_O_2_ content [13], and *GhFAnnxA* regulates fiber elongation through calcium signaling and ROS [14]. H_2_O_2_ is the main small molecule product of ADC-mediated polyamine pathway. Down-regulation of *ADC* gene-expression causes accumulation of reactive oxygen species in Arabidopsis thaliana [15]. Engineering Put levels in Arabidopsis leads to enhanced defense against bacterial pathogen [16]. However, the functions of ADC-regulated diamine Put in fiber development are unknown.

ADC, as the key rate-limiting enzyme in the polyamine metabolic cascade, catalyzes the synthesis of Put from L-arginine [17]. There is no definite evidence of ornithine decarboxylase (ODC) and its encoding gene in cruciferous plants such as *Arabidopsis thaliana* [18]. In plants, Put is synthesized only through ADC pathway. Currently, ADC genes have been cloned and identified in several plants, including *Arabidopsis thaliana* [19]. In *Arabidopsis thaliana*, ADC has two members, AtADC1 (At2G16500) and AtADC2 (At4G34710), whereas the expression of *AtADC2* is higher as compared to *AtADC1* [20]. In plants, the differential expression patterns of *ADC* gene members is observed. The activity of the *AtADC1* promoter increased under freezing stress, whereas the *AtADC2* promoter revealed lower activity [9,21]. The AtADC1 protein is located in cytosol and the *adc1-/-* mutant plants revealed the similar phenotype and polyamine level as normal plants [19]. The AtADC2 protein locates in chloroplast [19]. Interestingly, the *adc2-/-* mutant plants exhibited lower levels of Put and Spd as well as reduced seed size [19,22]. Thus, although there are two members of ADC in Arabidopsis, only *AtADC2* expression is consistent with Put level [23]. Down-regulation of *ADC* gene expression through microRNA leads to shorter root hair in Arabidopsis [24]. Cotton fiber cells are highly elongated single cells such as trichomes in Arabidopsis, and both have similar mechanisms for regulating trichome development, speculating that ADC2 may regulate fiber development through the polyamines pathway in cotton.

In our previous research, the *ADC* gene (*GhADC1*, GenBank, KC851856) was cloned in *Gossypium hirsutum* (*G. hirsutum*), where it revealed variable expression under Verticillium wilt (in China). The dominant gene *GaADC2* (Gene ID, Cotton_A_08902) was identified from transcriptome profiling of fiber initiation in diploid Asiatic cotton (*Gossypium arboreum*), which is a fiber-producing AA genome species that produces spinnable lint (long) fiber and short fiber (fuzz) [24]. At present, the genetic transformation technology of cotton is very difficult in diploid Asiatic cotton, while tetraploid upland cotton (*G. hirsutum*) was the most successful receptor material for cotton genetic transformation.

Here, we demonstrated that a cotton *ADC* gene (*GhADC2*) promotes fibre elongation. Spd, spm, and Put are measured by High Performance Liquid Chromatography (HPLC) and compared to gene expression on different tissues. Therefore, these findings provide evidence that *GhADC2* mediates Put production and the expression of the fiber elongation-related genes in cotton, and, therefore, have significant implications for genetic improvement of cotton fibre quality.

## 2. Materials and Methods

### 2.1. Plant Materials and RNA Extraction

We used RNA samples prepared from a specific genetic line (ZM24) of the cultivated tetraploid upland cotton (*G. hirsutum*) for sequencing [25]. *G. hirsutum* cv. ZM24 was grown in a cotton climatic chamber at 30/27 ± 3 °C and light/dark cycle for 12/12 h. Ovule samples were collected, placed immediately on ice, and then randomly divided into three replicates for each stage. Immediately after dissection, the samples were frozen in liquid nitrogen and stored at −80 °C for subsequent RNA-Seq and qRT-PCR experiments. The purity and concentration of RNA were measured by a NanoPhotometer^®^ spectrophotometer (IMPLEN, Westlake Village, CA, USA).

### 2.2. Sequence Analysis

DNAMAN software was employed for multi-sequence alignments of ADC proteins between *G. hirsutum* and *Arabidopsis*. The theoretical isoelectric point and molecular weight of GhADC2 proteins were calculated using the ProtParam tool (http://web.expasy.org/protparam/, accessed on 1 July 2021). Putative conserved motifs in these collected ADC proteins were predicted using the MEME program The putative conserved motifs of ADC proteins were online predicted using the MEME program (http://meme.nbcr.net/meme/, accessed on 1 July 2021) [26]. All MEME-identified motifs are used by Inter-ProScan as queries against the InterPro database [27].

### 2.3. QRT-PCR Analysis

Total RNA was extracted from roots, stem, leaves, flowers, pistils, stamens, ovules, and fibers tissues using the RNAprep Pure Polysaccharide Polyphenol Plant Total RNA Extraction Kit (Tiangen, China) by following the manufacturer’s instructions. Samples were run using the SYBR Green PCR Master Mix (TaKaRa Biomedical Technology (Beijing, China) Co., Ltd) on a LightCycler480 system (Roche) according to the manufacturer’s instructions. The relative expression levels were calculated by the comparative 2^−ΔΔCt^ method [28]. The gene expression analysis was performed with tissue of three different samples (biological replicates) and three repetitions per sample (technical replicates). A negative control without a cDNA template was run during each analysis to assess the overall specificity. The results were normalized to the expression level of *UBQ7* (GenBank: DQ116441) and relative to the root (in Figure 1b) or 2 d ovule samples without Put treatment (in Figure 4b). The specific primers of the experimental genes and internal control gene (*UBQ7*) are shown in Table 1.

### 2.4. Measurements of Polyamine

The content of polyamines was determined by HPLC (LC-20A, Shimadzu Corp, Japan) on an apparatus equipped with an Agilent reversed-phase C18 column (particle size, 4 μm; column, 3.9 mm × 150 mm), and was detected at 230 nm as previously described [18]. Polyamine standards or 1 g fresh plant tissue was ground with 5 mL perchloric acid in ice bath, extracted for 30 min at 4 °C, centrifuged at 12,000 rpm for 30 min at 4 °C, 2 mL supernatant was added with 7 μL benzoyl chloride and 1 mL NaOH for derivatization, followed by incubate for 20 min at 37 °C. Then 2 mL diethyl ether and 2 mL saturated NaCl was added, centrifuged at 3700 rpm for 5 min. After vacuum drying for 10 min, add 500 μL 60% methanol to dissolve and wait for measurement. Vortex for 5 min, then filter through 0.45 μm organic membrane. The injection volume of 10 μL was determined by HPLC. The standard curves of Put, Spd, and Spm were made by external standard method, and the content of samples was analyzed. The retention time of each polyamine in the mixed standard product was determined first, and then the retention time of Put, Spd, and Spm in the sample was determined due to the different number of amino groups of the three polyamines. Put was the first to be separated, followed by Spd and Spm. The standard curve of Put exhibits y = 1.0885x − 4.0307, R^2^ = 0.9996, retention time 7.6 min, the range of concentration for Put standard curve was from 10 μM to 500 μM. The standard curve of Spd reveals y = 1.0721x − 1.0879, R^2^ = 0.9999, retention time 12 min, the range of concentration for Spd standard curve was from 200 μM to 2000 μM. The standard curve of Spm shows y = 0.8354x − 1.912, R^2^ = 0.9998, and retention time 15.1 min, the range of concentration for Spm standard curve was from 10 μM to 1000 μM.

### 2.5. Cotton Ovule Culture In Vitro

Cotton bolls were collected at 0 DPA, sterilized with 75% ethanol for 1 min, and then washed with sterile distilled water for 2–3 times [1]. The ovules were incubated in a dark environment at 30 °C in an artificial climate chamber for 2–7 days. Photographs were then taken with a high-definition camera and the length of the fibers on the surface of the ovule were measured. In order to observe the protuberances and elongation of fiber cells at very early developmental stages, cotton ovules were vacuum-fixed with 2.5% (*V/V*) glutaraldehyde at 2 DPA. The surface of the ovules was observed by scanning electron microscopy (SEM) of Hitachi (SU3500). The number of fiber protrusions on the ovules was measured at 2 DPA.

### 2.6. RNA-Sequencing and Analysis of DEG

The total RNA content of each sample was 3 μg, which was used as the input material for RNA sample preparation. The NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA) was used to generate the sequencing library and index code was added to the attribute sequence of each sample. TruSeq PE Cluster Kit v3-cBot-HS (Illumina, San Diego, CA, USA) was used to cluster the indicator coded samples on the cBot Cluster Generation System. To increase the mapping percentages of tag sequences, the reference database of the Gossypium_hirsutum_v2.1 (https://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/007/990/345/GCF_007990345.1_Gossypium_hirsutum_v2.1/, accessed on 1 October 2021) genome was used. Raw Illumina reads have been deposited into NCBI’s (accession number: GSE184985). Gene ontology (GO) enrichment analysis was performed on DEG by GO seq R software package, and gene length deviation was corrected. The GO terms with a corrected *p* value less than 0.05 were considered to be significantly enriched in DEG. Statistical enrichment of DEG in KEGG pathway was determined using KEGG orthology-based labeling system software.

## 3. Results

### 3.1. Characterization of GhADC2

As the success rate of transformation in tetraploid upland cotton (*G. hirsutum*) is more than diploid Asiatic cotton (*G. arboreum*), the allele of *GaADC2* from tetraploid upland cotton was cloned, which may be defined as *GhADC2* (Gene ID, Gh_A04G1054.1). 

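In the annotation of the Gossypium_hirsutum_v2.1 assembly that the RNA-seq files of the paper use, chromosome A04 carries 1 protein-coding gene described as arginine decarboxylase, LOC107949089, from 86287118 to 86289872 on the plus strand. It was taken as the match of *GhADC2* by its description and chromosome, because the files list genes by NCBI locus names and do not pair them with the identifier printed by the paper. Its annotated gene length is 2755 bp and its domains are the pyridoxal-binding and the C-terminal sheet domains of pyridoxal-dependent decarboxylases. A pseudogene next to it, LOC107948090 from 86296593 to 86299796, was listed at 0 counts in all 6 ovule samples. The counts of LOC107949089 in ovules cultured for 2 d were 6, 5 and 6 read pairs with water and 1, 2 and 4 with 10 μmol/L Put, against a smallest detectable count of 3. Every CPM value with water was above every value with Put (exact permutation test on the means, two-sided p = 0.1, the smallest p that 3 samples against 3 allow). The gene did not pass the filter on low counts of the main test. A fit of every gene with at least 1 count was read for this gene after its counts were seen. The log2 fold change of the gene was -1.08 (standard error 0.84, adjusted p = 0.377, edgeR), so the decrease was not significant at these low counts. By qRT-PCR, the paper reports *GhADC2* as more highly expressed during fiber elongation. Counts this low in ovules cultured for 2 d do not show such expression of LOC107949089, and a wrong match cannot be excluded. Among the other genes described as arginine decarboxylase, 6 were tested between the conditions. Of these, 5 were lower and 0 were higher with Put at an adjusted p under 0.05 in edgeR, and 3 were lower with DESeq2's test or with limma on FPKM. The 5 lower genes include LOC107907525 on A05 and LOC107907383 on D05, which list Orn/Lys/Arg decarboxylase domains, unlike the domains of LOC107949089. The count therefore covers genes with different domains.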

The *GhADC2* open reading frame sequence was obtained by PCR technology, with a total length of 2148 bp, encoding an ADC protein of 715 amino acids. GhADC2 (Gh_A04G1054.1) protein shares 99.16% and 65.36% identity with GaADC2 (Cotton_A_08902) and AtADC2 (At4G34710), respectively. GhADC2 protein had a molecular mass of 77.97 kDa and isoelectric point of 5.478. GhADC2 protein was predicted to be located in chloroplast, the same as AtADC2 subcellular location.

Analysis of GhADC2 amino acid sequence showed that the 132–406 position was an ADC conserved domain, which contained two typical characteristic motifs of the decarboxylase gene family (Figure 1a). Residues 158–176 are predicted to be a Orn/DAP/Arg decarboxylasesfamily 2 pyridoxal-P attachment site, namely [FY]-[PA]-x-K-[SACV]-[NHCLFW]-x(4)-[LIVMF]-[LIVMTA]-x(2)-[LIVMA]-x(3)-[GTE]. Lysine (K) residues at position 161 may be PLP phosphate binding sites. Residues 339–352 are Orn/DAP/Arg decarboxylases family 2 signature 2, the recognition signals of substrates in this family, namely [GSA]-x(2,6)-[LIVMSCP]-x-[N]-[LIVMF]-[DNS]-[LIVMCA]-G-G-G-[LIVMFY]-[GSTPCEQ], in which the three consecutive glycine residues from 348–350 was a specific substrate-binding region, which was a typical member of the type III PLP-dependent arginine decarboxylase family. The above domains and characteristics are crucial for the proper functioning of ADC protein, speculating that GhADC2 has ADC protein activity and function.

### 3.2. GhADC2 Expression up-Regulated in Elongating Fibers

The qRT-PCR expression analysis reveals the higher expression of *GhADC2* especially at 1–5 DPA. As compared to the leaf, the expression of *GhADC2* was greater in the root and the stem, whereas *GhADC2* expression was significantly decreased in the leaf, flower, pistil, stamen, 15 d, 20 d, and 25 d of fiber (Figure 1c). In addition, *GaADC2* showed similar expression patterns in different tissues and at different stages of fiber development in cotton *G. arboreum* (shixiya 1) (Figure 1b). The *GaADC2* showed higher expression in elongating fibers of *G. arboreum,* especially significantly increased at 1–10 DPA and 5 d of fiber. Interestingly, the expression of *GaADC2* was more in the stem as compared to the root and leaf. Moreover, *GaADC2* expression was significantly decreased in the flower, pistil, stamen, 20 d, and 25 d of fiber. These results suggest that *GaADC2* and *GhADC2* were involved in cotton fiber elongation.

### 3.3. ADC-Mediated Polyamine Level Changed during Fiber Elongation

ADC is a key rate-limiting enzyme in the polyamine metabolic pathway. Put, Spd, and Spm are the three most abundant types of polyamines in plants. The content of polyamine was determined during cotton fiber elongation by high performance liquid chromatography. Put levels are up-regulated during fiber elongation in *G. hirsutum* (ZM24), especially at 1 DPA and 3 DPA, at which points, Put content was significantly increased (Figure 1d). By contrast, Spd levels exhibit dramatic change, it increased significantly at 1 DPA, whereas decreased significantly at 5 DPA and 10 DPA. At 10 DPA, the Spd level was reduced by 30.47% than that of 0 DPA (Figure 1e). In addition, Spm levels also showed significant variability as it revealed significant increment at 1 DPA and decreased at subsequent periods. At 10 DPA, the Spm level was reduced 11.67% as compared to 0 DPA (Figure 1f). Overall, the trends of up-regulated Put content and the expression pattern of *GhADC2* are similar during fiber elongation, suggesting that ADC-mediated Put level is involved in fiber elongation.

### 3.4. Exogenous Application of Put Increased the Fiber Length

When the elongation rate of fiber cells is delayed, the fiber cells can not fully develop into cotton fibers, resulting in the decrease of lint index [29]. Exogenous polyamines, substrate of ADC (L-arginine) and specific Put biosynthesis inhibitor (D-arginine) were supplied into the culture medium; fiber elongation was observed by scanning electron microscope (SEM) after 2 d of culture (Figure 2a–c). Addition of 10 μmol/L polyamines or substrate of ADC (L-arginine) to the culture medium significantly stimulated fiber cell elongation, especially, the effect of Put on cotton fiber elongation was stronger than that of Spd or Spm. With the application of 10 μmol/L polyamine or L-arginine to the culture medium, no obvious change was observed in fiber density, except for significant decrease by application of 10 μmol/L specific Put biosynthesis inhibitor (D-arginine). After 7 d of culture, the contributory effect of Put on cotton fiber elongation is still obvious (Figure 2d). These results demonstrate that Put participates in regulating fiber cell elongation.

### 3.5. Transcriptome Analysis of Fiber Elongation with Put Application

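RNA was sequenced from 3 samples of *G. hirsutum* ovules cultured for 2 d with 10 μmol/L Put and from 3 samples cultured with water as the control (CK). The methods of the paper state that the ovules were divided at random into the replicates. The authors deposited the number of read pairs counted on each gene, without normalization, and FPKM values derived from these counts. The upland cotton genome holds an A and a D subgenome, so that most genes have a homeolog, which is the copy of similar sequence on the other subgenome. The text of the paper does not name the program that counted the reads or say how reads matching both homeologs were assigned, so counts of 2 close copies could have been exchanged. The counts of the 6 samples were compared with edgeR's quasi-likelihood test after TMM normalization. Of 100562 listed genes, 51764 passed edgeR's filter on low counts and were tested. The text of the paper names no test and no threshold for its differentially expressed genes (DEG), and a gene was taken here as a DEG at a Benjamini-Hochberg adjusted p under 0.05 without a minimum fold change. Every log2 fold change is that of Put over CK, and a positive value means a higher count with Put. Expression is given as CPM, the count scaled by the normalized library size.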

To observe gene expression during fiber elongation with 10 μmol/L Put application, we conducted transcriptome sequencing (RNA-seq) on ovule samples after 2 d of culture in *G. hirsutum* (ZM24) using the Illumina HiSeq 2000 sequencing platform. The raw data was submitted to National Genomics Data Center (accession number: GSE184985). After filtering out the low quality tags, the total number of clean tags per library ranged from 38,983,794 to 44,697,902 are given in (Table 2). In total, 96.82% to 96.94% of the reads were successfully mapped to the released Gossypium_hirsutum_v2.1 whole genome sequence (Table 2). 

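The deposited counts summed to between 19131678 and 19463059 read pairs in the CK samples and between 16974557 and 18454734 in the Put samples, with medians of 19160318 and 17191195. Counted as the 2 reads of each pair, these totals were between 94.7% and 94.9% of the uniquely mapped reads that the paper lists for the same samples in Table 2. Between 61111 and 61432 genes had at least 1 count in a sample. The 10 genes with the most counts took between 2.16% and 2.18% of the counts in CK and between 2.57% and 2.58% in Put. A count of 3, taken as the smallest that can be told from 0, corresponded to between 0.153 and 0.178 CPM across the samples. This floor covers counting error only.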

Of the mapped reads, between 91.68% and 92.00% could be uniquely mapped to the Gossypium_hirsutum_v2.1 genome (Table 2). Meanwhile, 93.41% to 93.59% of the Q30 sequence quality data was obtained, while 43.90% to 44.04% of the GC content range was calculated with an average of 43.96%, which indicated the reliability of RNA-seq data (Table 2).

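The 6 samples were first compared as a whole, with log2 CPM of the tested genes. The first principal component held 66.0% of the variance and separated the 3 Put samples from the 3 CK samples, and the second held 9.0%. With the 1000 most variable genes alone, the first component held 87.4%. The distance between 2 samples of one condition was 72.6 on average and at most 74.5 log2 CPM units, whereas the distance between a CK and a Put sample was 131 on average and at least 130. The difference between these averages was larger for this grouping than for any of the other 9 ways to divide the samples into 2 groups of 3 (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). The variance of the difference between 2 libraries was between 1.72 and 1.85 times the counting noise within a condition and between 21.1 and 22.0 times across conditions. The common biological coefficient of variation estimated by edgeR was 4.41%.

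**Figure D1:**
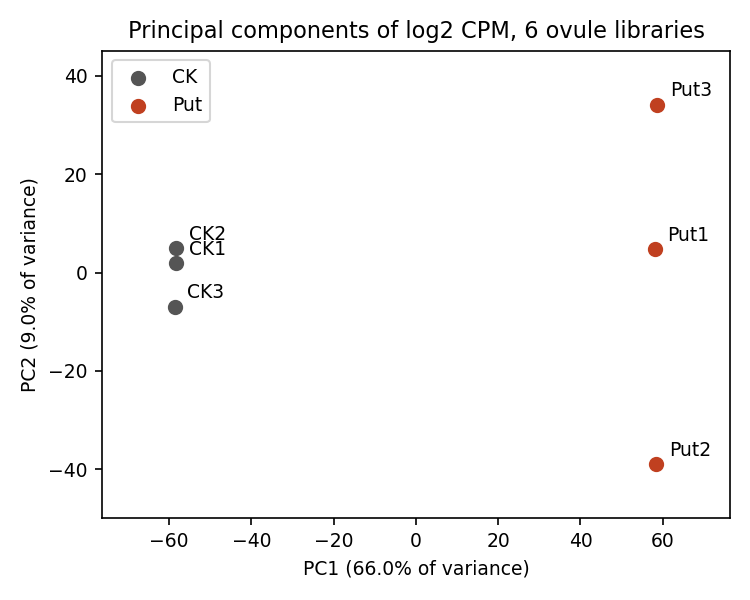
Each point is 1 of the 6 ovule samples, placed by its scores on the first 2 principal components of log2 CPM, with the share of variance of each component in percent on its axis. The CK samples lie at a PC1 score between -58.6 and -58.3 and the Put samples between 58.0 and 58.7, and PC2 spreads the Put samples from -38.9 to 34.2.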

The changes of gene expression levels after 2 days of Put treatment were shown by a heat map. 

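Between Put and CK, 18936 genes were DEG, which is 36.6% of the tested genes. The absolute log2 fold change of these DEG had a median of 0.43, with 10% of them under 0.21 and 10% above 1.27. With the replicate number as a block in the model, 18661 genes passed. The deviations of same-numbered CK and Put replicates from the mean of their condition correlated across genes at -0.005, -0.009 and -0.013 in the 3 pairs, so the numbers carried no shared variation that a block could remove. The alternative that moved the number most was a minimum absolute log2 fold change of 1, with 2963 DEG. With each replicate left out in turn, between 16839 and 17055 genes passed. Across the tested genes the log2 fold change decreased with gene length (Spearman's rho = -0.239, across genes, which are not independent replicates), and with offsets that follow gene length in each library there were 17353 DEG.

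Among the DEG with a mean of at least 1 CPM and no overlap between conditions, the log2 fold change was largest for 3 genes that were at or under 3 counts in every CK sample, so each fold is a lower limit. LOC121229694 on chromosome A05, described as alkane hydroxylase MAH1-like, was at least 23.0-fold higher with Put, at 3.56 ± 0.583 CPM (SD, n = 3). LOC107927427 on A02, an uncharacterized gene with a C1-like domain, was at least 27.4-fold higher, at 4.24 ± 0.849 CPM. LOC107962037 on A06, described as cucumisin-like, was at least 93.6-fold higher, at 14.5 ± 1.65 CPM. The largest decreases were found in LOC107895962 on A10, described as major pollen allergen Bet v 1-F/I-like, LOC107932661 on A01, described as scopoletin 8-hydroxylase-like, and LOC107912223 on D11, described as a proline-rich protein of the DC2.15 type. LOC107895962 had a log2 fold change of -5.30 (standard error 0.41), from 4.05 ± 0.471 CPM in CK to 0.0928 ± 0.114 CPM in Put. Its Put counts were 4, 0 and 1, so the size of this fold is uncertain. Without a replicate it was from -6.80 to -4.77. LOC107932661 was at or under the floor in every Put sample and was at least 12.9-fold lower. LOC107912223 fell from 14.3 ± 1.35 to 0.506 ± 0.481 CPM, a log2 fold change of -4.82 (standard error 0.22), and from -5.93 to -4.38 without a replicate. The adjusted p of these 6 genes in edgeR's test was at most 7.43e-12.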

In total, 3163 genes were detected as differentially expressed with Put treatment for 2 d (Figure 3a). Genes that have similar expression patterns are usually functionally related. To screen novel candidate genes with expression patterns that correlated with fiber elongation for Put treatment, the 3163 differentially expressed genes (DEG) were clustered into four sub-clusters based on the K-means method and hierarchical clustering, using MultiExperiment Viewer (MeV, v4.7.4) (Figure 3b). Similarly, based on their expression patterns, the genes identified as differentially expressed can be divided into two major groups. 

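The DEG were divided into 4 clusters by k-means on log2(FPKM + 1) centred on the mean of each gene. The 2 clusters that were lower with Put held 1191 and 8236 genes, and their mean difference between Put and CK was -0.89 and -0.31 log2 units. The 2 clusters that were higher with Put held 8325 and 1184 genes, with mean differences of 0.40 and 1.30. In total 9509 DEG, or 50.2%, were higher with Put and 9427 were lower. On log2 CPM in place of FPKM, the clusters held 1165 and 8262 lower and 7986 and 1523 higher genes. Among the DEG with an absolute log2 fold change of at least 1, 1967 were higher and 996 were lower, so that 66.4% were higher. The clusters describe the DEG and carry no test of their own.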

Type I, covering 1041 genes, included clusters 1 and 4, which were down-regulated in ovules with addition of 10 μmol/L Put after 2 d of culture; and Type II, involving 2122 genes, included clusters 2 and 3, which were up-regulated. The KEGG orthology based annotation system was used to analyze all of the DEG and determine the metabolic pathways by which they function. Based on our annotation of transcripts, phenylpropanoid biosynthesis and fatty acid elongation pathways were up-regulated, whereas sesquiterpenoid and triterpenoid biosynthesis, brassinosteroid biosynthesis, and MAPK signaling pathways down-regulated in ovule samples after 2 d of culture with Put treatment, indicating that they may exhibit crucial roles in cotton fiber initiation (Figure 3c). 

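The genes of each pathway were taken by their descriptions in the annotation, since KEGG terms were not used here, and the share of DEG in each set was compared with that among the 36709 tested genes with a description by a one-sided Fisher's exact test, adjusted over 13 sets. The direction of a set was tested with limma's camera, which compares the test statistics of its genes with those of all other genes. Of 204 phenylpropanoid biosynthesis genes, 66 were DEG higher with Put and 67 DEG lower, an odds ratio of 2.71 (adjusted p = 3.37e-11). The median log2 fold change of this set was -7.2e-04 and camera gave it no direction (adjusted p = 0.976). Within it, 28 peroxidase genes of 82 were higher and 25 lower, and 1 phenylalanine ammonia-lyase gene of 12 was higher and 8 lower. Of 65 fatty acid elongation genes, 43 were higher and 5 lower, with an odds ratio of 4.07 (adjusted p = 2.62e-07). Their median log2 fold change was 0.72 and camera placed the set higher with Put (adjusted p = 2.01e-63). The 39 genes of 3-ketoacyl-CoA synthases among them included 26 higher and 4 lower DEG.

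Of 40 sesquiterpenoid and triterpenoid biosynthesis genes, 13 were higher and 18 lower, with an odds ratio of 4.96 (adjusted p = 4.73e-06). Their median log2 fold change was -0.19 and camera placed the set lower with Put (adjusted p = 5.8e-04), whereas with the correlation between genes estimated from the data the set did not pass. Within it, 10 of 11 delta-cadinene synthase genes were lower and 0 were higher, and 9 of 17 squalene synthase and squalene monooxygenase genes were higher and 4 lower. Of 27 brassinosteroid biosynthesis genes, 5 were higher and 10 lower, an odds ratio of 1.80 that did not pass the threshold (adjusted p = 0.118), but did with DEG of an absolute log2 fold change of at least 1 (odds ratio 6.42). The median log2 fold change of this set was -0.40 and camera gave it no direction (adjusted p = 0.543). Of 140 genes of MAPK signaling, 28 were higher and 33 lower, with an odds ratio of 1.11 (adjusted p = 0.298). The median of this set was -0.03 (camera, adjusted p = 0.816), and its odds ratio was 0.969 with DESeq2's test. From the KEGG annotation of its DEG, with the first 2 pathways higher and the other 3 lower, the paper proposes that these pathways have roles in the initiation of fibers. The DEG counted here have no minimum fold change. A minimum absolute log2 fold change of 1 gave 2963 DEG, nearer to the paper's 3163. Phenylpropanoid biosynthesis then had 25 higher and 17 lower DEG, and fatty acid elongation 26 and 0. Sesquiterpenoid and triterpenoid biosynthesis had 4 higher and 13 lower, brassinosteroid biosynthesis 3 and 5, and MAPK signaling 7 and 3.

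**Figure D2:**
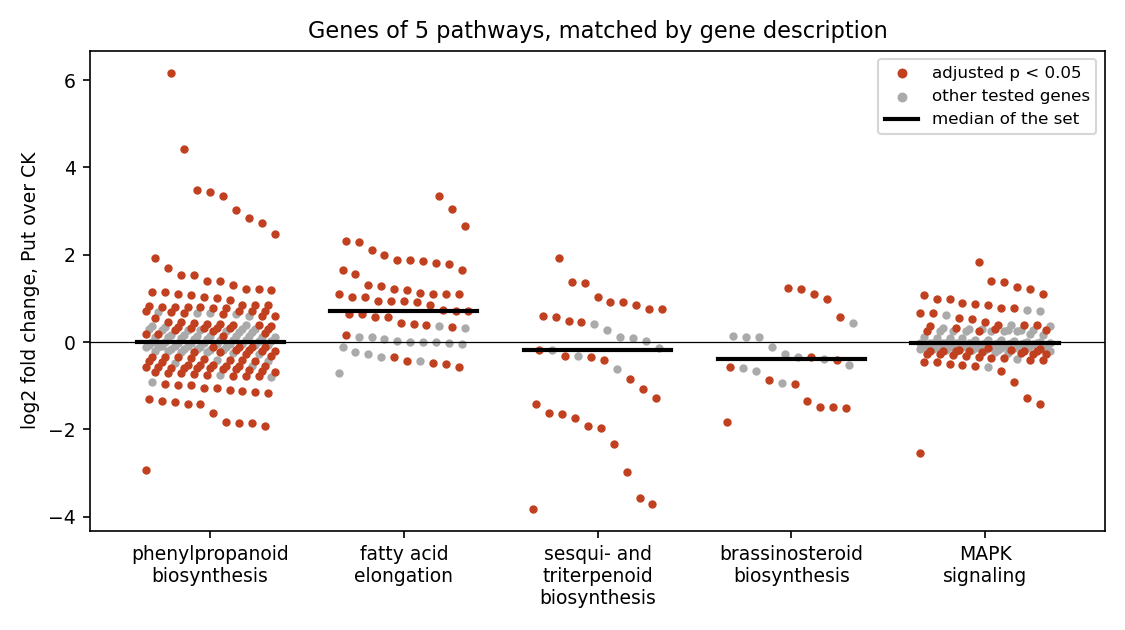
Each point is 1 tested gene of the 5 pathways, with its log2 fold change of Put over CK on the vertical axis. Orange-red points are DEG, gray points are the other tested genes and the black bar is the median of the set, which is 0.72 for fatty acid elongation and -0.19 for sesquiterpenoid and triterpenoid biosynthesis.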

Next, GO enrichment analysis of the DEG was performed, and then identified 86 pathways. 

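GO terms were not used here, and 3 sets of genes that stand near the terms named by the paper were taken by gene description and tested in the same way as the pathways. Of 250 glucosyltransferase genes, 40 were DEG higher with Put and 101 were DEG lower, with an odds ratio of 1.87 (adjusted p = 1.36e-06). The median log2 fold change of the glucosyltransferase genes was -0.17 and camera placed them lower (adjusted p = 0.0023), but with offsets that follow gene length they did not pass (median -0.10). Of 310 cell wall genes, which include expansins, pectinesterases and cellulose synthases, 100 were higher and 72 lower, with an odds ratio of 1.80 (adjusted p = 4.72e-07). Camera placed the cell wall genes higher with a median of 0.05 (adjusted p = 6.53e-05). Of 269 calcium ion binding genes, which include calmodulins and calcium-dependent protein kinases, 108 were higher and 49 lower, with an odds ratio of 2.03 (adjusted p = 2.92e-08). Their median was 0.13 and camera placed them higher (adjusted p = 0.0018).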

In the DEG, genes were enriched mainly in fatty acid biosynthetic process (GO:0006633), glucosyltransferase activity (GO:0046527), cell wall organization or biogenesis (GO:0071554), calcium ion binding (GO:0005509), lipid biosynthetic process (GO:0008610) (Figure 3d). Thus, these data indicate that the functional enrichment of biological pathways may participate in the Put-mediated signal transduction.

### 3.6. QRT-PCR Expression Pattern Validation

We selected genes with different expression levels and function assignment for qRT-PCR to verify the gene expression analysis results obtained from RNA-Seq data. 

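Figure 4a of the paper lists 23 genes as higher with Put. They were matched to the files by description and chromosome, and 16 of them had a single tested gene with that description on the chromosome. Of these 16, 15 were higher with Put at an adjusted p under 0.05, both over all tested genes and over the 16 genes alone, with log2 fold changes of at least 1.06. The list is the paper's own selection from the same samples, so the second count shows no stability. The gene on D01 described as elongation of fatty acids protein 3-like, LOC107925465, had 4.18 ± 0.463 CPM (SD, n = 3) in CK and 4.52 ± 0.683 CPM in Put, a log2 fold change of 0.11 (standard error 0.17, adjusted p = 0.643). A further 6 genes had more than 1 tested gene of their description on the chromosome, and 1, fasciclin-like arabinogalactan protein 11 on A09, had none. On all chromosomes, 22 of the descriptions covered 358 tested genes, of which 119 were higher and 102 lower.

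Of the transcription factors, *MYB109* (LOC107961466) rose from 1.63 ± 0.14 to 7.33 ± 0.933 CPM, a log2 fold change of 2.16 (standard error 0.18, adjusted p = 1.00e-14). *WRKY1* (LOC121229615) rose from 12.9 ± 1.42 to 35.9 ± 2.30 CPM, a log2 fold change of 1.47 (standard error 0.08, adjusted p = 1.38e-22), and *TCP14* (LOC121223626) from 8.96 ± 0.893 to 18.7 ± 1.09 CPM, a log2 fold change of 1.06 (standard error 0.10, adjusted p = 2.64e-13). *KCS6* (LOC107909579) rose from 72.7 ± 2.78 to 312 ± 4.00 CPM, and *KCS12* (LOC107959078) had a log2 fold change of 1.19. *DET2* (LOC107899037), the steroid 5-alpha-reductase, rose from 22.2 ± 1.42 to 51.8 ± 0.401 CPM. Among the genes with a single tested match, the largest log2 fold changes against CK samples above the floor were those of a xyloglucan endotransglucosylase pseudogene on A11 (LOC121209672) at 3.62, *Chitinase 10* (LOC107912236) at 3.44, Peroxidase 24 (LOC107896147) at 3.43, Peroxidase N1 (LOC107928809) at 3.01 and protein E6 (LOC107913945) at 2.54. The ranks of LOC107925465 and LOC107896147 along their chromosomes are far from the numbers in the paper's identifiers, so these 2 matches are uncertain. The match of *WRKY1* is also uncertain, because the only domain listed for LOC121229615 is a plant calmodulin-binding domain. Zinc transporter 1 on D01 (LOC107921146) was at or under 3 counts in CK and at least 44.6-fold higher with Put. Of the 6 descriptions with several tested genes, 4 included both higher and lower DEG. Of the repetitive proline-rich cell wall proteins on A02, LOC107936249 had a log2 fold change of 1.71, LOC107940546 of -0.39 and LOC107940545 of -2.23. Of the genes for RD22 on A05, LOC107958897 had 1.78 and LOC107958896 had -0.76. Of the 5 tested genes described as ATP synthase subunits on D11, 4 were higher and 0 lower. Among the higher genes, LOC107925921 lists only a Myb-like DNA-binding domain, so its description is uncertain. LOC107922592, at rank 2236 of D11, is nearest to the number in the paper's identifier. Its log2 fold change was -0.016 (adjusted p = 0.880, edgeR). LOC107911481, at rank 2222, is also near that number and had 1.82, so the gene meant by the paper cannot be told. Of the 5 tested genes for glucan endo-1,3-beta-glucosidases on D06, 2 were higher and 1 lower, with the largest increase in LOC107940712 at a log2 fold change of 3.22.

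**Figure D3:**
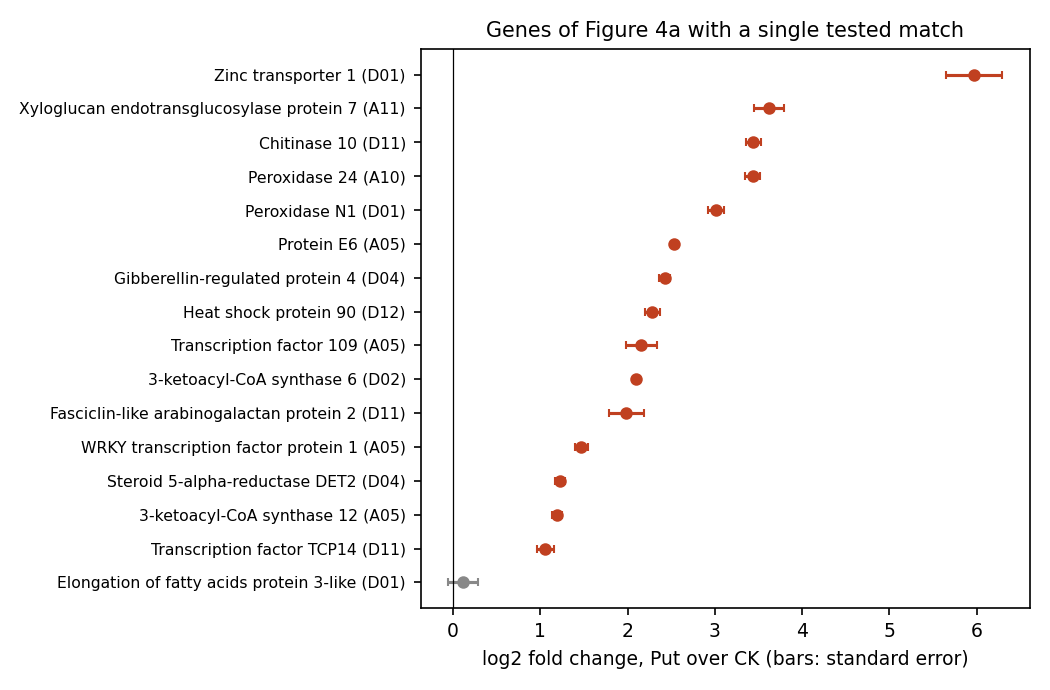
The log2 fold change of Put over CK is drawn on the horizontal axis for the genes of Figure 4a with a single tested match, named on the vertical axis with the chromosome, and the bars are standard errors. The points lie between 0.11 for elongation of fatty acids protein 3-like and 5.97 for Zinc transporter 1, whose CK samples are at the floor.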

Among upregulated genes, we noticed several TFs (such as *WRKY1*, *MYB109*, and *TCP14*) have been reported to be involved in regulating cotton fiber development and genes related to biosynthesis of saturated long-chain fatty acids, ATP synthase subunit, peroxidase, and steroid 5-α-reductase (Figure 4a). qRT-PCR analysis showed that cotton fiber elongation promoted by exogenous Put addition was accompanied by expression activation of several genes including *Chitinase 10*, *GASL4* and *KCS6* (Figure 4b).

## 4. Discussion

Put plays a fundamental role in the functioning of all cells [30]. Previous studies focused on the important role of Put in regulating plant responses to biotic and abiotic stresses. Application of Put enhances the salt tolerance ability, accompanied by adaptation of activities of antioxidant enzymes and the level of H_2_O_2_ in Korean ginseng sprouts [31]. Studies in recent years have shown that Put enhances the disease resistance of plants in defending against pathogen infection. In Arabidopsis thaliana whole-plant extracts and apoplastic fluids, salicylic acid, the essential plant hormone responsible for host plants’ resistance to pathogen infection, significantly regulates the accumulation of Put and the induction of ADC2 [32]. Here, this study suggests that Put also plays an important positive role in the regulation of cotton fiber cell elongation. Addition of 10 μmol/L Put to the culture medium significantly stimulated cotton fiber cell elongation.

Compared with diploid Asiatic cotton (*G. arboreum*), tetraploid upland cotton (*G. hirsutum*) is a more mature receptor for studying genetic transformation of cotton; therefore, this study focused on the *GhADC2* gene of tetraploid upland cotton. Genome-wide transcriptome profiling of fiber elongation with exogenous Put addition, 3163 DEG were detected, including many fiber elongation-related genes. Ethylene and very long chain fatty acids (such as KCS6) have been reported to stimulate fiber cell elongation [33]. ATP promotes cotton fiber cell elongation, both 1 μmol/L of L-(2-aminoethoxyvinyl)-glycine and 2 μmol/L of acetochlor (2-chloro-N-(ethoxymethyl)-N-(2-ethyl-6-methyl-phenyl)-acetamide reduced fiber length, and application of an ATP biosynthesis inhibitor (oligomycin) significantly inhibited fiber cell elongation, while exogenous addition of 0.1 μmol/L of ethylene or 5 μmol/L of C24:0 effectively negated inhibition of fiber elongation by oligomycin [34]. Cotton *GASL* genes encoding putative gibberellin-regulated proteins [35], Heat Shock proteins *Hsp90* [36], *WRKY transcription factor protein 1* [37], transcription factor *TCP14* [38], *fasciclin-like arabinogalactan protein 2* [39], *DET2* (a steroid 5a-reductase) [40], *receptor-like protein kinase* [37], the R2R3 *MYB* transcription factor [41] are involved in fiber elongation.

In summary, ADC and Put are involved in fiber development of *G. hirsutum* cotton. Expression pattern of *GhADC2* and levels of polyamine are correlated with fiber elongation, especially, the amount of Put. Moreover, exogenous addition of an ADC substrate or Put increased the fiber length. Further, 3163 DEG were detected in genome-wide transcriptome profiling of fiber elongation with exogenous Put addition, including fiber elongation-related genes transcription Factor *MYB109*, *WRKY1*, and *TCP14*.

## Figures and Tables

**Figure 1:**
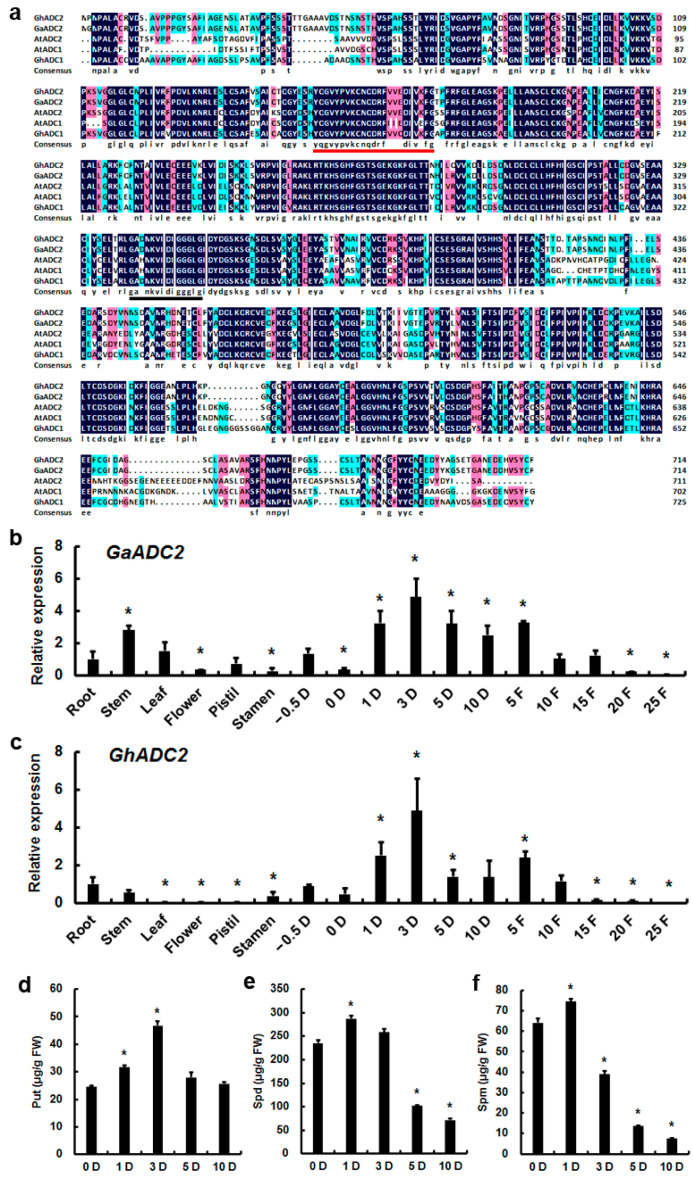
Spatiotemporal expression of *ADC2* and polyamine content in cotton fiber elongation. (**a**) Multiple sequence alignment of GhADC2 and homologous proteins. The red underline is the Orn/DAP/Arg decarboxylasesfamily 2 pyridoxal-P attachment site. The black underline is the substrate recognition signal Orn/DAP/Arg decarboxylases family 2 signature 2. (**b**,**c**) Spatiotemporal expression of *GaADC2* and *GhADC2* in *G. arboreum* (**b**) and *G. hirsutum* (**c**), respectively. D, days post-anthesis. F, days of fiber. Error bars represent the standard deviations of three biological replicates. Asterisks indicate significant difference in transcript abundance compared with the control (ANOVA, Tukey’s test, *p* < 0.05). (**d**) Put content analysis. (**e**) Spd content analysis. Error bars represent the standard deviations of three biological replicates. Asterisks indicate significant difference in transcript abundance compared with the control (ANOVA, Tukey’s test, *p* < 0.05). (**f**) Spm content analysis. FW, fresh weight. Error bars represent the standard deviations of three biological replicates. Asterisks indicate significant difference compared with that of the control 0 DPA (ANOVA, Tukey’s test, *p* < 0.001).

**Figure 2:**
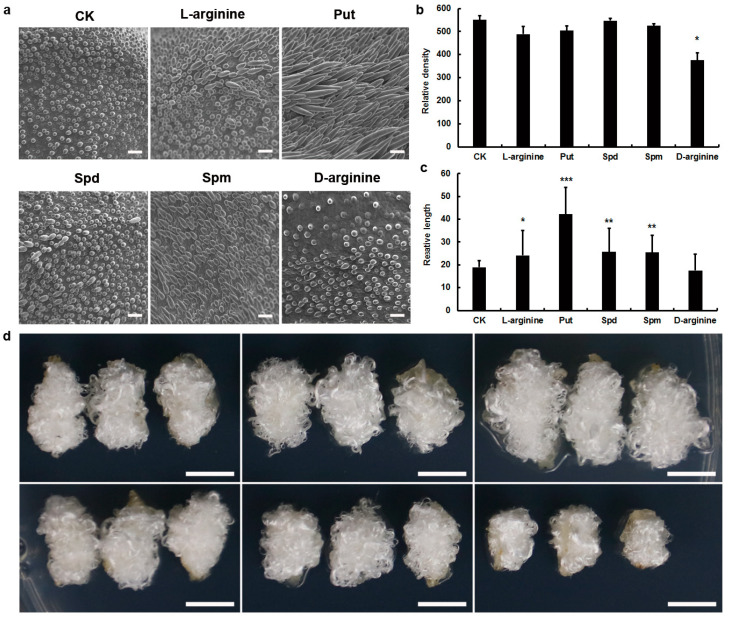
Polyamine (PA) promotes fiber cell elongation. (**a**) Scanning electronic micrographs of ovule surface with addition of 10 μmol/L polyamines, substrate of ADC (L-arginine), or specific Put biosynthesis inhibitor (D-arginine) after 2 d of culture. CK is water control. Bar = 50 μm. (**b**,**c**) Fiber relative density and length with addition of polyamines, L-arginine, or D-arginine. CK is water control. Error bars represent standard deviation (SD) of three biological replicates (ANOVA, Tukey’s test, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001). (**d**) Photograph of cotton ovules cultured in vitro for 7 d. The first row is application of 10 μmol/L PBS, L-arginine and Put; second is Spd, Spm, and D-arginine from left to right. Bar = 0.5 cm.

**Figure 3:**
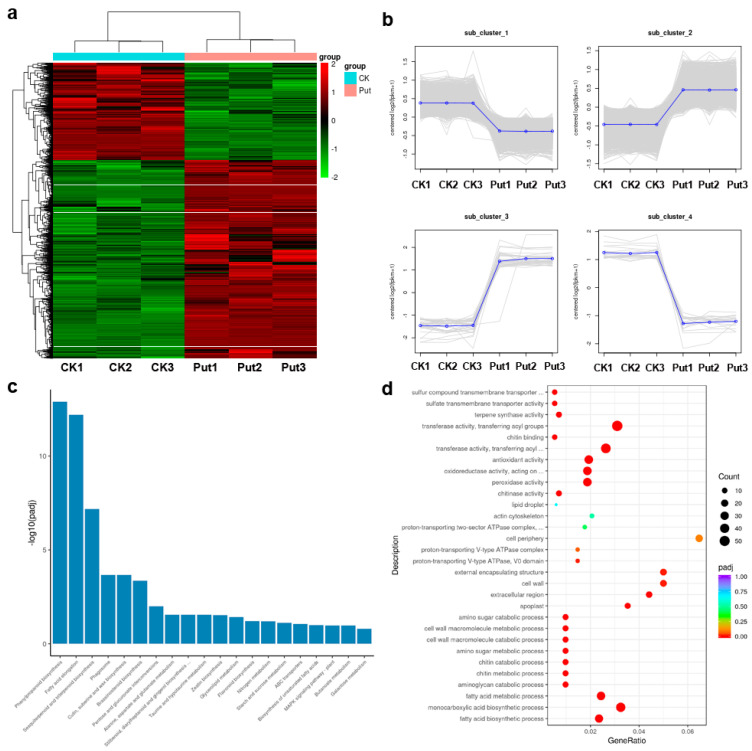
DEG analysis. (**a**) Overall cluster analysis of DEG. FPKM (fragments per kilo base of transcript per million base pairs sequenced) was used to estimate the level of gene expression. The color change from red (highly expressed) to green (low expression) represents the relative expression level value log2 (ratios). (**b**) The H_cluster analysis of DEG resulted in their categorization into four expression pattern types. Each profile presents a gene expression trend. The mean expression levels of all genes in each of the four categories (blue line) are displayed relative to a log2 ratio of 0 (red line). (**c**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways analysis of the DEG genes with Put treatment for 2 d then water control. (**d**) GO category enrichment of up-regulated and down-regulated DEG between the Put treatment and water control. The number of genes in each category is equal to the dot size. The dot color represents the *q*-value.

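The deposited FPKM equal the count of a gene multiplied by a constant and divided by the gene length and by a library size that differs between samples, with no deviation at the precision of the values. The implied library size was between 99.4% and 101.5% of the total count of the sample. Divided by the size factor that DESeq2 estimates from the counts, it was 18369466 in every sample, which is the geometric mean of the 6 totals. The FPKM therefore already include DESeq2's normalization between the samples, although the text of the paper does not name it.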

**Figure 4:**
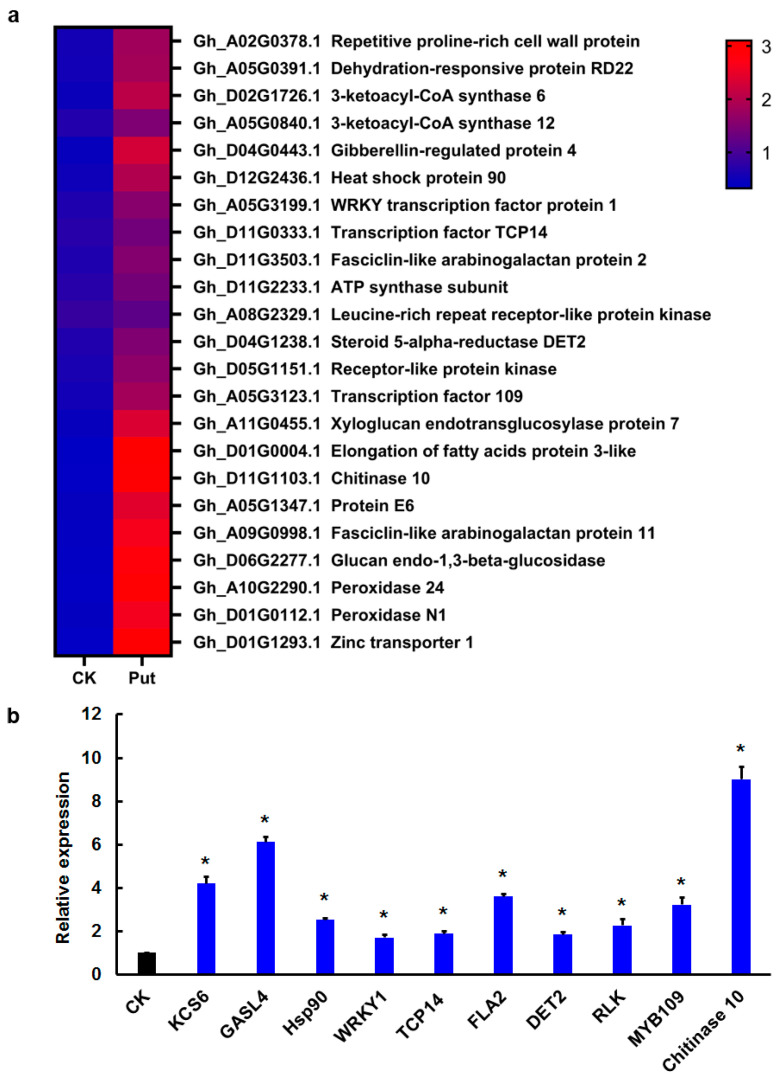
Put regulates the expression of fiber elongation-related genes. (**a**) Transcriptome analysis of DEG in fibers with addition of 10 μmol/L of Put. (**b**) qRT-PCR analysis of genes related to cotton fiber development in 2 DPA fibers of Put treatment. Error bars represent the standard deviations of three biological replicates. Asterisks indicate significant difference in transcript abundance compared with the control (ANOVA, Tukey’s test, *p* < 0.05). *KCS6* (Gene ID, Gh_D02G1726.1), *GASL4* (Gene ID, Gh_D04G0443.1), *Hsp90* (Gene ID, Gh_D12G2436.1), *WRKY1* (Gene ID, Gh_A05G3199.1), *TCP14* (Gene ID, Gh_D11G0333.1), *FLA2* (Gene ID, Gh_D11G3503.1), *DET2* (Gene ID, Gh_D04G1238.1), *RLK* (Gene ID, Gh_D05G1151.1), *MYB109* (Gene ID, Gh_A05G3123.1), *Chitinase 10* (Gene ID, Gh_D11G1103.1).

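The genes of the figure were located in Gossypium_hirsutum_v2.1 by their description and chromosome, and *MYB109* by a synonym that the annotation lists. *KCS6* is on D02 from 63170697 to 63172773 on the plus strand, with a log2 fold change of 2.10 (standard error 0.03, adjusted p = 8.26e-48, edgeR). *GASL4*, LOC107937403, is on D04 from 8111220 to 8112224 on the minus strand and rose from 10.7 ± 0.741 to 57.3 ± 1.14 CPM (SD, n = 3), a log2 fold change of 2.42. *Hsp90*, LOC107947319, is on D12 from 61298196 to 61301656 on the minus strand, is described as heat shock protein 83 and rose from 7.51 ± 0.605 to 36.7 ± 2.44 CPM, a log2 fold change of 2.29. *WRKY1* is on A05 from 102550289 to 102553907 on the plus strand, and the only domain listed for it is a plant calmodulin-binding domain. *TCP14* is on D11 from 2770344 to 2772253 on the minus strand. *FLA2*, LOC107912461, is on D11 from 15899687 to 15901447 on the minus strand and rose from 1.41 ± 0.273 to 5.60 ± 0.267 CPM, a log2 fold change of 1.98. Its rank along the chromosome, 1492, is far below the number in the identifier of the paper, so this match is uncertain. *DET2* is on D04 from 46980836 to 46981979 on the minus strand, with a log2 fold change of 1.22 (standard error 0.06). *MYB109* is on A05 from 99472993 to 99473867 on the minus strand and is described as transcription factor WER-like. *Chitinase 10* is on D11 from 10133475 to 10134588 on the plus strand and rose from 4.58 ± 0.583 to 49.7 ± 2.18 CPM. For *RLK*, 9 tested genes on D05 carry the description of a receptor-like protein kinase, of which 2 were higher and 3 lower. Of these, LOC107906434, from 10437920 to 10441256 on the minus strand, had the largest increase, from 9.71 ± 1.23 to 29.2 ± 0.795 CPM, a log2 fold change of 1.59.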

**Table 1:** Primers used in this study.

Primer Name	Forward and Reverse Primers (5’-3’)	Gene ID
GhUBQ7 FW	GAAGGCATTCCACCTGACCAAC	DQ116441
GhUBQ7 RV	CTTGACCTTCTTCTTCTTGTGCTTG	
GhADC2 FW	TTACGACGGTTCAAAATCTG	Gh_A04G1054.1
GhADC2 RV	GCTCTCCCACTCTCGCTACA	
GaADC2 FW	GTTCTCAAATCCCTTCCACG	Cotton_A_08902
GaADC2 RV	GCTCTCCCACTTTCGCTACA	
KCS6 FW	CTCCTGCTATTCATTACATCCC	Gh_D02G1726.1
KCS6 RV	AGGTTTCAGCCCCGTTTT	
GASL4 FW	CTTGTGGCTGCTTTCTTCTTG	Gh_D04G0443.1
GASL4 RV	ACATTGGTAACTCTTGAGGCTTC	
Hsp90 FW	GTGGTATTGGGATGACTAAAGC	Gh_D12G2436.1
Hsp90 RV	GGTGACCGTGAAAGAGCC	
WRKY1 FW	GGCAGATTCGGTGAGCAG	Gh_A05G3199.1
WRKY1 RV	TCAGGAGAGCAAGTGGGC	
TCP14 FW	AGGAAACGAAGACCCGAAC	Gh_D11G0333.1
TCP14 RV	CCGCTACTGCTTGAACCC	
FLA2 FW	CCAAGCATTACTCCCTCTACAC	Gh_D11G3503.1
FLA2 RV	AACCCAACTTTTCCGCCT	
DET2 FW	GCCAACATTTCTACAACCCTAA	Gh_D04G1238.1
DET2 RV	CATTCACCCACATACCAACTACA	
RLK FW	CCTCCACTCTCCTTGCCG	Gh_D05G1151.1
RLK RV	CGACCGCCCTCACCTAAA	
MYB109 FW	AGGGATTATGGGCAATGGAG	Gh_A05G3123.1
MYB109 RV	TTCAAACCTGTTCTGTTGGCTAT	
Chitinase 10 FW	GAAGAGCCCCTCCGTCCA	Gh_D11G1103.1
Chitinase 10 RV	GCACAAGCCCCAAGCGTAT	

**Table 2:** RNA-seq mapping and QC data.

Sample	Total_Reads	Total_Map	Unique_Map	Q30	GC_pct
CK1	43,969,370	42,606,649(96.9%)	40,361,736(91.8%)	93.5	43.9
CK2	44,697,902	43,309,165(96.89%)	41,031,266(91.8%)	93.44	43.9
CK3	44,061,224	42,659,853(96.82%)	40,396,630(91.68%)	93.41	43.97
Put1	42,464,198	41,119,927(96.83%)	38,973,126(91.78%)	93.42	44.04
Put2	38,983,794	37,788,560(96.93%)	35,866,850(92.0%)	93.59	44.01
Put3	39,482,912	38,276,222(96.94%)	36,325,782(92.0%)	93.42	43.93

## Data Availability

Not applicable.

How the deposited data were processed for this re-analysis (not part of the article)

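RNA-seq was performed on *G. hirsutum* ovules cultured for 2 d with water (CK) or 10 μmol/L Put, with 3 samples of each condition. The columns of the files were assigned to samples by their names, which are those of Table 2. The authors deposited raw counts of read pairs per gene, without normalization, for genes of the Gossypium_hirsutum_v2.1 annotation and for loci that they added. The authors also deposited FPKM, which include a normalization between samples that equals DESeq2's size factors. Of 100562 genes, 99451 were found in the RefSeq gene table by their identifier. The totals lay between 16974557 and 19463059 counts per sample, and a gene with 3 counts was taken as the smallest that can be told from 0.

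The counts were analysed in R 4.3.3 with edgeR 4.0.16, with genes kept by filterByExpr, TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment over the tested genes. Genes with an adjusted p under 0.05 were taken as DEG. The alternatives used DESeq2 1.42.0 on the counts and limma 3.58.1 on log2(FPKM + 1) and log2(FPKM + 0.1) of genes with a mean FPKM of at least 0.5, which is a different input from the counts. Enrichment of DEG in 13 sets of genes, defined by patterns in the gene descriptions, was tested with a one-sided Fisher's exact test against the other tested genes with a description. The direction of a set was tested with limma's camera at an inter-gene correlation of 0.01. DEG were clustered by k-means with 4 clusters and 50 starts, and principal components were computed on log2 CPM with a prior count of 2. The tests were checked on simulated counts with 200 changed genes, and edgeR called 94.9% of the 198 that were tested with 12 false calls, DESeq2 86.9% of 198 with 2 false calls, and limma 94.2% of 190 with 15 false calls. The simulated log2 fold changes were 1 or 2 in either direction, with independent replicates at a coefficient of variation of 0.05. The DEG of the data had a median absolute log2 fold change of 0.43. The simulation therefore does not test changes as small as most of these, or replicates divided from one pool.

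Genes were named in the text by a rule. It took every gene that the paper names with an identifier, the 3 DEG with the largest and the 3 with the smallest log2 fold change among those with a mean of at least 1 CPM and no overlap between the conditions, and the DEG of the polyamine metabolism set. The identifiers printed by the paper are not paired with locus names in the files, so genes were matched by description, and *MYB109* by a synonym in the annotation. Restricting the match to the chromosome that the identifier names was chosen after the files were seen. The primers were not placed on the genome here. Any other gene that is named was chosen after its values were seen.

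The replicate number was used as a block in an alternative only, because no source says that same-numbered CK and Put samples belong together. The other alternatives were DESeq2's size factors, library size without TMM, other filters on low counts, a stricter adjusted p, minimum fold changes, a logistic regression with gene length and expression for the enrichment, an estimated inter-gene correlation, library size alone for the direction of sets, k-means on log2 CPM and leaving out each replicate. Fixed coefficients of variation, offsets that follow gene length, a clustering of the DEG of DESeq2, and the fits without a replicate for the sets, the clusters and the separation were added after the data were seen. A pair of corrections was also made after values had been seen. Genes without an adjusted p in DESeq2 were removed from the background of its enrichment, which raised the odds ratio of the ethylene set above 1 and left the brassinosteroid set, which had passed with DESeq2 before, short of the threshold. The sets were limited to genes with a description for camera as well. All columns of counts and FPKM were used. KEGG and GO terms, the qRT-PCR, the polyamine contents and the micrographs were not analysed here.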

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

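The gene-length tests were chosen only after the relation of the log2 fold change with gene length had been seen, and the test of reads shared between the ADC copies only after the values of the ADC genes had been seen. The paper reports no RNA-seq values for the groups of genes that follow. In each case the design offers the Put treatment as a biological explanation, with 3 samples per condition.

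A signal appeared in non-coding genes. Of 4242 tested lncRNA genes, 659 were DEG, 515 higher and 144 lower with Put, so that 78.1% of the DEG were higher, against 50.2% of all DEG. With library-size scaling alone 73.2% of the lncRNA DEG were higher, against 45.4% of all DEG. This scaling moves all genes together, and it moved their median log2 fold change only from 8.8e-04 to -0.024. The excess of the lncRNA genes over all DEG remained, which argues against the scaling between libraries as its source. Other effects of library size were not tested for these genes. With offsets that follow gene length in each library, 576 lncRNA genes were DEG and 65.8% of them were higher, against 50.9% of all DEG, which lowered the excess without removing it. Gene length does not fully account for the pattern, and whether the rest follows from Put cannot be told from these tests.

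Loci that the authors added to the annotation also gave a signal. Of 939 tested loci, 227 were DEG, 151 higher and 76 lower, so that 66.5% were higher. The share was 60.6% with library-size scaling alone, against 45.4% of all DEG. An excess over all DEG remained, which for the same reason argues against the scaling between libraries as its source. With offsets that follow gene length it was 57.8% of 187 DEG, against 50.9% of all DEG, and this is consistent with gene length as a source of part of the excess, since these loci are short (median 1047 bp).

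The 2 arginine decarboxylase genes with the most counts, LOC107893794 on A13 and LOC107919776 on D13, were lower with Put in every sample than in any CK sample. Their log2 fold changes were -0.45 (standard error 0.03, adjusted p = 3.37e-21 in edgeR) and -0.39 (standard error 0.03, adjusted p = 2.13e-17). The smaller of the 2 decreases was -0.32 with offsets that follow gene length, so gene length did not remove it. The counts of both copies together changed by -0.42, which was fixed in advance because both copies fell, so reads shared between the copies cannot be told apart from a decrease of both. With library-size scaling alone the smaller decrease was -0.42. This scaling moved the median log2 fold change of all tested genes only from 8.8e-04 to -0.024. A shift of that size is far smaller than either decrease, which argues against the scaling between libraries as their source. Added Put may lower the transcripts of these genes, which remains a hypothesis found and tested on the same samples. Because the paper describes the replicates as divided from collected ovules, a difference between the 2 sets of cultures other than Put cannot be told apart from it.

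In the set of ethylene biosynthesis and response, 125 of 225 tested genes were DEG, an odds ratio of 1.80 (adjusted p = 1.06e-05), with 61 higher and 64 lower. With offsets that follow gene length the odds ratio was 1.86, so gene length did not account for it. It was 3.33 with a minimum absolute log2 fold change of 1, 2.56 with logistic regression, 1.75 with the block and from 1.43 to 1.67 without a replicate, and passed in each. With DESeq2's test it was 1.21 and no longer passed. Whether it reflects the treatment cannot be told from these values.

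The 707 cytosolic ribosomal protein genes had a median log2 fold change of 0.11, with 259 DEG higher and 44 lower (camera, adjusted p = 0.0023). With offsets that follow gene length the median was -0.015 and the direction did not pass, which is consistent with gene length as the source of this shift.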

How the results depend on the processing

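The fit for *GhADC2*, the fixed coefficients of variation, the offsets that follow gene length and the DESeq2-based clustering were chosen only after results had been seen, as were the fits without a replicate for the gene sets, the clusters and the separation of samples. The other alternatives were set before the data were examined.

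The number of DEG, 18936, stayed between 16117 and 19377 with the block, DESeq2's test or size factors, library-size scaling, other filters, limma on FPKM and offsets that follow gene length. It was 14182 at an adjusted p under 0.01, 7934 with a minimum absolute log2 fold change of 0.5, 2963 with a minimum of 1, and 3165 with DESeq2 and a minimum of 1. With a fixed coefficient of variation of 0.1 it was 12445, and with 0.2 it was 4271. Without a replicate it was from 16839 to 17055. The number depends on the small spread between replicates and on the small size of most changes, which the fixed variation and the minimum fold changes alter.

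The share of DEG that were higher was 50.2% and became 45.4% with library-size scaling, 51.0% without a filter, 52.9% with limma on log2(FPKM + 1) and 52.9% on log2(FPKM + 0.1), 51.3% at an adjusted p under 0.01, 60.1% and 66.4% with minimum log2 fold changes of 0.5 and 1, 67.1% with DESeq2 and a minimum of 1, 55.2% and 64.6% with the fixed variation of 0.1 and 0.2, and from 50.4% to 51.5% without a replicate. Library-size scaling moved the median log2 fold change of all tested genes from 8.8e-04 to -0.024, a shift of all genes toward lower values. The cause of the other shifts was not tested. With DESeq2 and a minimum of 1, the clusters higher with Put held 2123 genes, and without a replicate from 8505 to 8790 genes. The share of variance on the first principal component was 66.0%, 87.4% with the 1000 most variable genes, and from 66.7% to 67.0% without a replicate.

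Phenylpropanoid biosynthesis, fatty acid elongation, sesquiterpenoid and triterpenoid biosynthesis, chitinase, cell wall, calcium ion binding and glucosyltransferase genes were enriched in DEG under each alternative run for them, and the directions of fatty acid elongation, V-type proton ATPase, chitinase, cell wall and calcium ion binding passed under each. In the remaining cases the cause was not tested unless stated. With DEG of a minimum log2 fold change of 1, the odds ratio was 6.42 for brassinosteroid biosynthesis, which then passed, 1.32 for V-type proton ATPase, which no longer passed, and 0.106 for ribosomal proteins, which reversed. With logistic regression on gene length and expression it was 2.75 for brassinosteroid biosynthesis, which passed, and 0.491 for ribosomal proteins. With DESeq2 it was 0.969 for MAPK signaling, which reversed, 1.21 for the ethylene set, which no longer passed, and 1.19 for ribosomal proteins, which passed. With offsets that follow gene length it was 0.945 for MAPK signaling and 0.971 for ribosomal proteins, both reversed, and the median log2 fold change was 0.0034 for MAPK signaling and -0.015 for ribosomal proteins, both reversed, and -0.10 for glucosyltransferases, which no longer passed. With an estimated inter-gene correlation, the directions of sesquiterpenoid and triterpenoid biosynthesis (median -0.19) and ribosomal proteins (0.11) no longer passed. Without a replicate, the odds ratio of brassinosteroid biosynthesis was from 1.84 to 2.55 and passed in some fits. That of MAPK signaling was from 0.882 to 1.16 and passed in none. That of ribosomal proteins was from 1.01 to 1.19. It passed without CK replicate 3 (Fisher's exact test, adjusted p = 0.018) and without Put replicate 3 (adjusted p = 0.043), and not in the other fits. The median for phenylpropanoid biosynthesis was from -0.027 to 0.011.

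Over 64 named genes and 634 combinations with an alternative, 606 kept their direction and side of the threshold, 26 no longer passed and 2 reversed. Both reversals belong to the ADC gene LOC107927929, which was not a DEG and had a log2 fold change from -0.089 to 0.042 without a replicate. Of the 5 ADC genes that were lower in edgeR, 3 passed with DESeq2 or limma, and LOC107907525 and LOC107907383 did not. LOC107907525 and LOC107907383 list Orn/Lys/Arg decarboxylase domains, unlike the other ADC genes that were lower. In the same libraries the ADC genes LOC107893794 and LOC107919776 had 312 and 238 CPM in CK, against 0.292 CPM for the gene matched to *GhADC2*. The low counts of this match, at most 6 in a sample, limit its test. Without a filter on low counts its log2 fold change was -1.08, and from -1.69 to -0.70 without a replicate, and it passed in none of these fits.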

Differences from the paper's values

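The fixed coefficient of variation, the fits of gene sets without a replicate and the restriction of gene matches to a chromosome were chosen only after results or files had been seen.

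The number of DEG was 18936, against the paper's 3163. Of these, 9509 were higher with Put against the paper's 2122 of Type II, and 9427 were lower against the paper's 1041 of Type I. Of the alternatives set before the data were examined, those with a minimum absolute log2 fold change of 1 closed all 3 gaps, with 2963 DEG (1967 higher, 996 lower) in edgeR and 3165 DEG (2123 higher, 1042 lower) in DESeq2, and 2767 genes were in both lists. The block, DESeq2 without a minimum, the other scalings and filters, limma on FPKM, an adjusted p under 0.01, a minimum of 0.5 and leaving out each replicate did not close any of the 3. A fixed coefficient of variation of 0.2, which was chosen after seeing the values, gave 4271 DEG (2760 higher, 1511 lower), within 1.5 times the paper's numbers.

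The fold of *Hsp90* in the RNA-seq samples was 4.88, against the paper's qRT-PCR value of about 2.5 in Fig. 4b, read by eye. None of the alternatives set before the data were examined closed this gap, and limma on log2(FPKM + 1) came nearest with 3.87. The fold of *WRKY1* was 2.77, against the paper's about 1.7 in Fig. 4b, read by eye. Limma on log2(FPKM + 1) gave 2.45, which counts as closed only in that it is within 1.5 times the paper's value. The block, DESeq2, library-size scaling and leaving out each replicate did not close the gap. Limma on log2(FPKM + 1) opened a gap for *FLA2*, with a fold of 2.36 against the paper's about 3.6 in Fig. 4b, read by eye. The fold of *FLA2* in the main test was 3.96. This limma setting lowered the folds of *Hsp90*, *WRKY1* and *FLA2* alike, so the closer value for *WRKY1* does not show agreement.

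The paper reports phenylpropanoid biosynthesis as higher with Put. Its DEG were 66 higher and 67 lower here, with a median log2 fold change of -7.2e-04, and with a minimum absolute log2 fold change of 1 they were 25 higher and 17 lower. The paper reports MAPK signaling as lower. Its genes were not enriched in DEG under any alternative run, 28 were higher and 33 lower with a median of -0.03, and with the minimum of 1 they were 7 higher and 3 lower. The paper reports brassinosteroid biosynthesis as lower. Here 5 genes were higher and 10 lower, and with the minimum of 1 they were 3 higher and 5 lower. In the main test neither the enrichment (odds ratio 1.80) nor the direction (median -0.40) passed. The enrichment passed with the minimum of 1 (odds ratio 6.42), with logistic regression (2.75) and in some of the fits without a replicate (from 1.84 to 2.55). It had also passed with DESeq2 before genes without an adjusted p were removed from the background, a correction made after the values were seen. The paper lists the elongation of fatty acids protein 3-like gene on D01 as higher, and the log2 fold change of the gene with that description, LOC107925465, was 0.11, which did not pass under any alternative run for it. This match is uncertain, because the gene is at rank 1815 of D01 while the number in the paper's identifier is 4. LOC107928969, at rank 3 of D01, described as elongation of fatty acids protein sre1-like and chosen after its values were seen, had a log2 fold change of 3.34.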

Other observations

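The tests of the replicates as parts of one pool and of the numbers in the paper's gene identifiers were chosen only after the results had been seen, and the tests of gene length after the relation of the log2 fold change with gene length had been seen.

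The number of DEG was weighed against technical explanations. The 6 samples can be divided into 2 groups of 3 in 10 ways, of which 4 part all 3 same-numbered pairs as the real grouping does and 6 part 1 pair. Among these 4, 1 gave as many DEG, 1 gave as many enriched sets (9) and 1 gave as many sets with a direction (8), in each case the real grouping. A share of 1 in 4 is the smallest that 4 groupings allow, so these counts were fixed in advance not to tell the patterns apart from chance. The other 9 gave 0 DEG, with between 733 and 862 genes at an unadjusted p under 0.05 against 22791, 0 enriched sets and between 2 and 4 sets with a direction, but these groupings mix the conditions, which raises the spread within their groups. Without the 100 genes with the most counts 18823 genes were DEG, and with every library thinned to the smallest total 18443, so neither a few abundant genes nor library size accounts for the number. The variance between 2 libraries of one condition was at most 1.85 times the counting noise. Replicates divided from one pool of ovules may show such a small spread, and the number of DEG cannot be told apart from the effect of replicates that do not carry the variation between independent cultures.

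The log2 fold change decreased with gene length across the tested genes, with a Spearman's rho of -0.239, and -0.236 among the 44257 protein-coding genes. Of the 12959 shortest genes, with at most 1228 bp, 3459 were DEG higher with Put and 1079 lower, and of the 12933 longest, with at least 2514 bp, 1468 were higher and 3955 lower. The deviation of a library from the mean of all libraries had a rho with gene length between 0.176 and 0.181 in the CK samples and between -0.207 and -0.165 in the Put samples. With offsets that follow gene length in each library the rho was 0.0032 and 17353 genes were DEG, 15580 of them among the DEG of the fit without such offsets, and 15573 of these in the same direction. Gene length therefore did not account for the number of DEG, and whether the relation itself comes from Put or from the preparation of the libraries cannot be told, because it parts the same samples as the condition.

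Of the 26 tested HSP90 genes, the D12 gene was among the 5 that were higher, and of the other 25, 4 were higher and 13 lower with a median log2 fold change of -0.14. The median of these 25 genes was -0.16 with library-size scaling alone. This scaling moved the median of all tested genes only from 8.8e-04 to -0.024. That smaller shift argues against the scaling between libraries as the source of the lower level. With offsets that follow gene length the median of the 25 genes was -0.096, so their lower level may in part follow from gene length.

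Homeologous genes, paired by a description found once on each of 2 corresponding chromosomes, were compared. Across 11050 pairs, which are not independent replicates, Pearson's r of the log2 fold changes was 0.628 and Spearman's rho 0.626. Among 2928 pairs in which both copies were DEG, 2808 changed in the same direction (95.9%), and in a further 3192 pairs only 1 copy was a DEG. Among the pairs with the larger difference in expression r was 0.599, and among those with similar expression 0.69, and reads shared between the copies cannot be told apart from a common response. The repetitive proline-rich cell wall protein genes are not among these pairs, because 3 tested genes on A02 carry the description, and which genes are homeologs was not established. LOC107936249 on A02 had a log2 fold change of 1.71, and on D02 LOC107936247 had -1.47 and LOC107936248, which carries the same description as LOC107936249, had -3.03. The counts of LOC107936249 and LOC107936247, chosen after their opposite changes were seen, together changed by 0.50 (standard error 0.013). An exchange of reads between these 2 genes alone would leave their sum unchanged, which argues against it as the whole explanation. A partial exchange, or an exchange with other copies, cannot be told apart from opposite changes. The share of tested genes that were DEG was 36.2% on A and 37.1% on D chromosomes, a difference of -0.87 percentage points, so the DEG were not concentrated on one subgenome.

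The numbers in the paper's gene identifiers were compared with the rank of the matched genes along their chromosomes, for 15 genes matched by description. Spearman's rho was 0.661 (permutation test, p = 0.0086) and Pearson's r was 0.724, which is consistent with numbers that count genes along a chromosome. The identifier of the elongation of fatty acids protein 3-like gene ends in the number 4, and LOC107925465 is at rank 1815 of the 2364 protein-coding genes of D01. *FLA2*, at rank 1492 of D11, and Peroxidase 24, at rank 1021 of A10, are also far from the numbers in their identifiers, so these 3 matches are uncertain. LOC107928969, at rank 3 and chosen after its values were seen, had a log2 fold change of 3.34. The paper's *WRKY1* was matched to a gene whose listed domain is a calmodulin-binding domain. The genes that carry WRKY1 as a synonym in the annotation, LOC107917099 on A01 and LOC107934630 on A06, had log2 fold changes of -1.47 and 0.38.

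Among sets that stand at no statement of the paper, V-type proton ATPase genes included 56 higher and 3 lower DEG of 75 (odds ratio 5.32, adjusted p = 2.07e-10), with a median log2 fold change of 0.26 (camera, higher, adjusted p = 5.51e-09). Of 37 chitinase genes 15 were higher and 15 lower (odds ratio 6.17, adjusted p = 1.36e-06). Their median was -0.14, while camera, which uses the mean of the test statistics, placed the set higher (adjusted p = 0.0018). Of 53 polyamine metabolism genes 9 were higher and 17 lower, which passed neither for enrichment (odds ratio 1.38, adjusted p = 0.174) nor for direction (median -0.07, adjusted p = 0.133). The log2 fold changes of its DEG were as follows. Arginine decarboxylase genes had -0.45 (LOC107893794, A13), -0.39 (LOC107919776, D13), -0.34 (LOC121214859, D02), -0.29 (LOC107907383, D05) and -0.28 (LOC107907525, A05). Agmatine deiminase genes had 0.88 (LOC107953355, D07) and -0.74 (LOC107926587, A07), and N-carbamoylputrescine amidase had 0.26 (LOC107889178, A09). Primary amine oxidase genes had 0.92 (LOC121214757, A02), 0.90 (LOC107927763, D02), 0.74 (LOC107927764, D02), -1.69 (LOC107895118, A08) and -1.79 (LOC107963669, A03). Genes described as probable polyamine oxidase 5 had -1.40 (LOC107932214, D07) and -1.11 (LOC121231946, A07). S-adenosylmethionine decarboxylase genes had 0.16 (LOC107916742, A08), -0.45 (LOC107893852, A13), -0.31 (LOC107920013, D13) and -0.12 (LOC107887408, D02). Thermospermine synthase ACAULIS5 had 0.30 (LOC107901009, D06), with an adjusted p of 0.048 in edgeR. It did not pass with the block, DESeq2, library-size scaling alone, limma on log2(FPKM + 1) or in some fits without a replicate. LOC107889178 did not pass with DESeq2 or in some fits without a replicate, and LOC121214757 did not pass with limma on log2(FPKM + 1). Probable polyamine transporters had 0.70 (LOC107907531, A05), 0.57 (LOC107907387, D05), -0.22 (LOC107897497, A10), -0.29 (LOC107914455, D10), -0.37 (LOC107949112, A04) and -1.74 (LOC107914133, D08). The gene for fasciclin-like arabinogalactan protein 12 on A09, LOC107889256, chosen after its values were seen, had a log2 fold change of 2.81.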
